# Guanidinoacetic Acid Regulates Myogenic Differentiation and Muscle Growth Through miR-133a-3p and miR-1a-3p Co-mediated Akt/mTOR/S6K Signaling Pathway

**DOI:** 10.3390/ijms19092837

**Published:** 2018-09-19

**Authors:** Yujie Wang, Jideng Ma, Wanling Qiu, Jinwei Zhang, Siyuan Feng, Xiankun Zhou, Xun Wang, Long Jin, Keren Long, Lingyan Liu, Weihang Xiao, Qianzi Tang, Li Zhu, Yanzhi Jiang, Xuewei Li, Mingzhou Li

**Keywords:** guanidinoacetic acid, skeletal muscle, differentiation, muscle growth, C2C12, microRNA

## Abstract

Guanidinoacetic acid (GAA), an amino acid derivative that is endogenous to animal tissues including muscle and nerve, has been reported to enhance muscular performance. MicroRNA (miRNA) is a post-transcriptional regulator that plays a key role in nutrient-mediated myogenesis. However, the effects of GAA on myogenic differentiation and skeletal muscle growth, and the potential regulatory mechanisms of miRNA in these processes have not been elucidated. In this study, we investigated the effects of GAA on proliferation, differentiation, and growth in C2C12 cells and mice. The results showed that GAA markedly inhibited the proliferation of myoblasts, along with the down-regulation of cyclin D1 (*CCND1*) and cyclin dependent kinase 4 (*CDK4*) mRNA expression, and the upregulation of cyclin dependent kinase inhibitor 1A (*P21*) mRNA expression. We also demonstrated that GAA treatment stimulated myogenic differentiation 1 (*MyoD*) and myogenin (*MyoG*) mRNA expression, resulting in an increase in the myotube fusion rate. Meanwhile, GAA supplementation promoted myotube growth through increase in total myosin heavy chain (MyHC) protein level, myotubes thickness and gastrocnemius muscle cross-sectional area. Furthermore, small RNA sequencing revealed that a total of eight miRNAs, including miR-133a-3p and miR-1a-3p cluster, showed differential expression after GAA supplementation. To further study the function of miR-133a-3p and miR-1a-3p in GAA-induced skeletal muscle growth, we transfected miR-133a-3p and miR-1a-3p mimics into myotube, which also induced muscle growth. Through bioinformatics and a dual-luciferase reporter system, the target genes of miR-133a-3p and miR-1a-3p were determined. These two miRNAs were shown to modulate the Akt/mTOR/S6K signaling pathway by restraining target gene expression. Taken together, these findings suggest that GAA supplementation can promote myoblast differentiation and skeletal muscle growth through miR-133a-3p- and miR-1a-3p-induced activation of the AKT/mTOR/S6K signaling pathway.

## 1. Introduction

Skeletal muscle, which accounts for approximately 40% of body weight in mammals, plays an important role in maintaining body balance and coordinating locomotion. Generally, skeletal muscle is composed of myofibers which constitute 50–75% of the total proteins in the body and, under physiological conditions, exhibits a state of relative homeostasis of protein synthesis and degradation. However, many external factors can disrupt this balance, including nutrition, exercise, and the addition of exogenous nutrients [1,2,3], leading to an increase in the synthesis of skeletal muscle protein. For instance, alpha-ketoglutarate can induce the synthesis of skeletal muscle protein through the Akt/mTOR signaling pathway, while betaine enhances skeletal muscle myoblast differentiation by regulating myogenic transcription factors and activating Insulin-Like growth factor 1 (IGF-1) signaling. Guanidinoacetic acid (GAA), a natural amino acid derivative, has been used as a human dietary supplement to enhance muscular performance of healthy volunteers [4] and has been suggested to have potential therapeutic use to prevent muscle mass loss [5]. Moreover, replenishment of GAA was reported to improve quality of life in patients with chronic fatigue syndrome [6] and enhance muscle production in livestock [7,8]. The above effects are probably due to GAA stimulating cellular bioenergetics by enhancing the biosynthesis of creatine [9], which is an essential compound in the energy metabolism of muscle and nerve tissue. However, the effect of GAA on skeletal muscle growth and myogenic differentiation remains unclear.

MicroRNAs (miRNAs), a large class of evolutionarily conserved non-coding RNAs in eukaryotes, regulate target gene expression by mediating mRNA degradation or inhibiting translation at the post-transcriptional level [10,11]. They have been suggested to be involved in a variety of cellular processes, including proliferation, differentiation, and apoptosis [12,13,14]. Recent studies have demonstrated that a subset of muscle-specific or muscle-enriched miRNAs termed myomiRs play vital roles in myogenesis, which has extended our understanding of the molecular regulatory networks in skeletal muscle [15]. For example, miR-1 inhibits the expression of histone deacetylase 4 (HDAC4) to facilitate myoblast differentiation. miR-133 promotes myoblast proliferation by repressing the expression of serum response factor (SRF) [16,17]. In addition, some myomiRs enhance myoblast differentiation by targeting myogenesis-associated transcription factors Pax7 and Pax3 [18,19,20], and some myomiR affect muscle growth and atrophy [21,22]. Notably, the expression of myomiRs is strictly regulated by MyoD, MyoG [20,23,24,25] to precisely regulate the plasticity of skeletal muscle. Meanwhile, miRNAs are also known to participate in nutrient-regulated myogenesis. For instance, genistein, which is abundant in soybean, enhances myogenic differentiation by regulating miR-222 expression [26], methionine induces myogenic differentiation in trout using uses miR-210 [27], and dietary energy levels affect muscle fiber type transformation by changing miRNA expression [28].

In previous studies, GAA was shown to enhance muscular athletic performance (muscle strength, anaerobic performance and aerobic performance) in humans [29] and improved growth, lean meat percentage and breast meat in domestic animals, such as chicken [7,8] and pigs [30]. However, the roles of GAA in the regulation of myogenic differentiation and growth are unclear, and the underlying mechanisms by which GAA-associated miRNAs regulate myogenesis have not been studied. Hence, we investigated the effects of GAA on skeletal muscle proliferation, differentiation, and growth, and explored the roles of miRNA in these processes.

## 2. Results

### 2.1. GAA Affects Myogenic Differentiation of Myoblast in Dose-Dependent Manner

In this study, we used the C2C12 line, which is a well-established cell model, for the study of muscle differentiation in vitro to explore the effect of GAA on myogenesis. C2C12 cells were cultivated in growth medium (GM) or differentiation medium (DM) containing a concentration gradient of GAA. Firstly, we tested whether C2C12 cell could utilize GAA. The creatine content was detected and it was revealed that GAA supplement increased the cellular concentration of creatine (Figure S1A). Next, cell counting kit-8 (CCK-8) and the Edu+ cell radio, as well as the expression of proliferation-related genes, including Cyclin D1 (*CCND1*) [31], Cyclin Dependent Kinase 4 (*CDK4*) [32] and Cyclin Dependent Kinase Inhibitor 1A (*P21*) [33], suggested that GAA inhibited C2C12 cell proliferation in a dose-dependent manner (Figure 1A–D). The authors also detected the effects of GAA on the differentiation phase of the first four days. As as shown in Figure 1E,F, GAA increased myotube length and enhanced Myogenic Differentiation 1 (*MyoD*) expression in a dose-dependent manner. These findings imply that GAA can reduce the myoblast proliferation ratio and enhance the early differentiation of myoblasts in a dose-dependent manner.

MyoD is involved at an early stage of myogenesis to determine myogenic fate, while Myogenin (MyoG) acts at a later phase to control myoblast fusion [34,35]. We used differentiating myoblasts treated with 20 mM GAA for 8 days to further study the effect of GAA on myoblasts at different phases of differentiation (Figure 2A). Brightfield microscopy results revealed that GAA treatment clearly induced an elongated myoblast morphology (Figure 2B). Subsequently, immunofluorescence data revealed that the myosin heavy chain-positive (MyHC) myotubes and nuclear ratio were significantly increased upon exposure to GAA (Figure 2C). Meanwhile, the qRT-PCR results indicated that the expression of *MyoD* and *MyoG* was enhanced by GAA treatment (Figure 2D).

The above results suggest that GAA treatment adversely affected the myoblast proliferation phase. In contrast, the GAA-mediated morphological changes, such as improved fusion rate, as well as increased *MyoD* and *MyoG* levels, were consistent with the effect of the nutrient in promoting myoblast differentiation.

### 2.2. GAA Modulates Myogenesis through MicroRNA Regulatory Network

Accumulating research has indicated that miRNAs play a central role in muscle development and disease [36]. It has been reported that exogenous nutrients (resveratrol and xylobiose) can modulate physiological functions by altering the miRNA expression profile [37,38]. Prompted by these findings, we explored whether miRNAs play an important role in GAA-induced myogenic differentiation. We collected myotube RNA on the 6th day after treatment with 20 mM GAA and carried out small RNA-seq. 

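C2C12 is a mouse skeletal myoblast line whose cells fuse into myotubes in low-serum differentiation medium. RNA was taken on day 6 from myotubes kept in this medium without GAA (NC, 2 samples) or with 20 mM GAA (GAA, 2 samples). Small RNA was ligated to adaptors, reverse-transcribed, amplified and sequenced on an Illumina HiSeq instrument. The sample labels accepted RNA with an integrity number above 6.5 and RNA of 15 to 35 nt, whereas the paper's methods give a stricter integrity limit and a slightly wider size range. The authors removed adaptors, low-quality reads and repeated sequences, mapped the clean reads to GRCm38 and counted the reads of known miRNAs with miRDeep2 and miRBase. The value deposited for each miRNA is log2(RPM + 1), where RPM is the number of its reads divided by the mappable reads of the sample and multiplied by 1000000. A miRNA without reads in a sample has no value there and was set to 0. In each sample the RPM values rose in equal steps, with 1 read worth 0.203 RPM in NC-1, 0.211 RPM in NC-2, 0.180 RPM in GAA-1 and 0.177 RPM in GAA-2, so that the reads behind each value could be recovered. The mappable totals obtained from these steps lay within 0.0025 of a whole number in every sample, and the recovered reads were identical to all 32 read numbers listed in Table S5. For 47 miRNAs the recovered number was not whole in at least 1 sample, so not all of their reads had been counted whole. NC and GAA were compared with limma on log2(RPM + 1) over all detected miRNAs, with a pseudocount of 1 and without a filter on low values. A fold change on this scale understates the change of miRNAs with few reads. Because the values are on a log scale, no count model was fitted to them, and the paper's edgeR test was not repeated. This was a choice, since the recovered reads, whole but for the 47 miRNAs, could have been given to such a model. An exact permutation test of 2 samples against 2 cannot give a p below 0.333, so single values are reported with each sample's value.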

The results revealed that 14.76 M, 14.70 M, 14.12 M, and 11.42 M raw reads were generated from negative control-1, negative control-2, GAA treatment-1 and GAA treatment-2 (NC-1, NC-2, GAA-1, and GAA-2), respectively. 

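The deposited values gave the depth that remained after mapping. The mappable reads numbered 4924776 in NC-1, 4732359 in NC-2, 5566502 in GAA-1 and 5657704 in GAA-2. Set against the paper's clean reads in Table S2, they made up 55.95%, 48.90%, 56.43% and 77.69% of the clean reads, respectively. The reads of known miRNAs summed to 1653803 in NC-1, 2065460 in NC-2, 3134241 in GAA-1 and 2850828 in GAA-2. They accounted for 33.58% (95% Wilson interval 33.54% to 33.62%) of the mappable reads in NC-1 and 43.65% (43.60% to 43.69%) in NC-2. In GAA-1 they accounted for 56.31% (56.26% to 56.35%), and in GAA-2 for 50.39% (50.35% to 50.43%). These intervals cover only the sampling of reads, and the group means of 38.6% ± 7.1 (SD, n = 2) in NC and 53.3% ± 4.2 (SD, n = 2) in GAA show the larger spread between samples. The smallest level that 3 reads could show was between 0.530 RPM in GAA-2 and 0.634 RPM in NC-2. The 5 most abundant miRNAs together took 55.7% of the miRNA reads in NC-1, 56.3% in NC-2, 56.6% in GAA-1 and 60.5% in GAA-2.

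**Figure D1:**
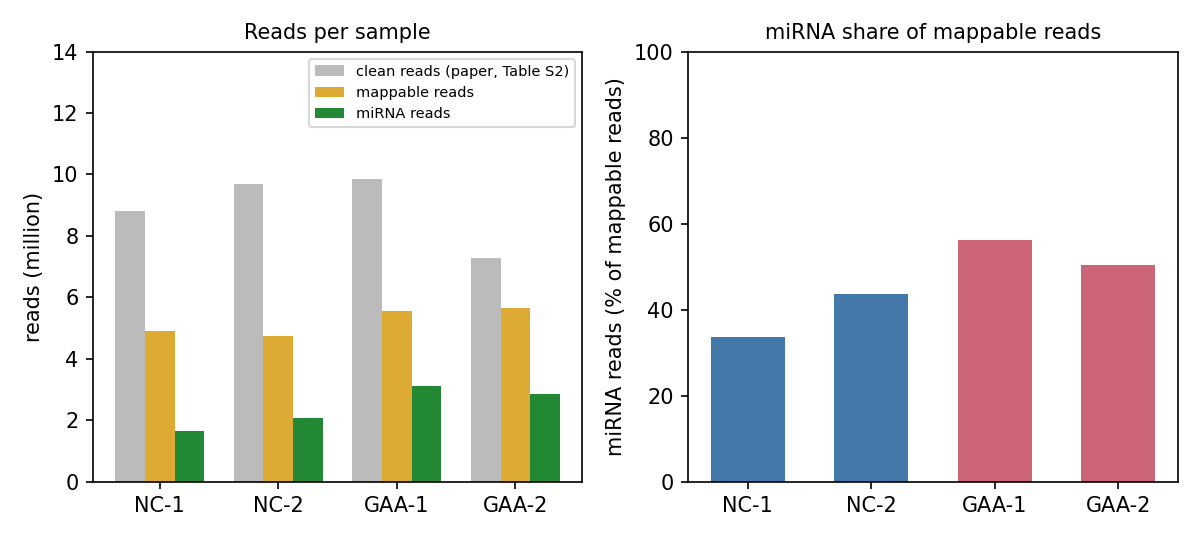
Left, clean reads (the paper's Table S2), mappable reads and miRNA reads of each sample, with the axis in units of 1000000 reads. Right, miRNA reads as a percentage of mappable reads; the GAA samples stand at 56.3% and 50.4%, above NC-1 at 33.6% and NC-2 at 43.6%.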

After the raw reads had been subjected to a series of additional filters, 8.80 M, 9.68 M, 9.86 M, and 7.28 M were defined as clean reads. Subsequently, the numbers of overlapping and unique miRNAs in NC and GAA-treated myotube cells were determined, as showed in Figure 3A. 

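A miRNA was counted as detected in a sample when it had a value there. Detected miRNAs numbered 632 in NC-1, 622 in NC-2, 701 in GAA-1 and 693 in GAA-2. All 4 samples shared 497 miRNAs. A further 7 miRNAs were found in both NC samples and in neither GAA sample, and 32 in both GAA samples and in neither NC sample. Detection at this level rested on very few reads. With at least 2 reads required, 429 miRNAs were shared by all 4 samples, and with at least 5 reads required, 372 were.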

Overlapping miRNAs accounted for 75.4% of the total, but the proportion of specific expression of miRNAs was low (Table S4). 

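Of the miRNAs found in any sample, 652 were detected in at least 1 NC and at least 1 GAA sample, which is 75.03% (95% Wilson interval 72.04% to 77.79%). The remaining 24.97% comprised 74 miRNAs found only in NC samples and 143 found only in GAA samples, the same 217 miRNAs that Table S4 lists. The overlap changed most when at least 5 reads were required for detection, to 85.09% of 483 miRNAs. When every sample was thinned at random to the miRNA reads of NC-1, the smallest library, the mean over 100 draws was 74.79%. The Wilson interval of the overlap treats the miRNAs as independent draws and does not cover the spread between samples. With each sample left out in turn, the overlap ranged from 69.5% to 75.7%.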

This indicates that specifically expressed miRNAs have a small effect on GAA-induced myogenesis. 

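The miRNAs found in 1 group only carried almost none of the reads. The 74 miRNAs specific to NC held 50 reads in NC-1, or 0.00302% of its miRNA reads (95% Wilson interval 0.00229% to 0.00399%), and 50 reads in NC-2, or 0.00242% (0.00184% to 0.00319%). The 143 miRNAs specific to GAA held 0.00458% of the miRNA reads in GAA-1 (0.00389% to 0.00540%) and 0.00439% in GAA-2 (0.00368% to 0.00523%). Of the NC-specific miRNAs, 32 of the 40 detected in NC-1 and 34 of the 41 detected in NC-2 had no more than 1 read there. Of the GAA-specific miRNAs, 62 of 86 in GAA-1 and 66 of 89 in GAA-2 had no more than 1 read. Averaged over the samples of its group, the most abundant specific miRNA reached 0.62 RPM in NC and 1.70 RPM in GAA. At this depth, absence from the other group was not separable from a level below the smallest that 3 reads could show. From the low proportion of specific miRNAs, the paper reasons that they have little effect on myogenesis under GAA.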

To determine whether the expression profiles of miRNAs are affected by GAA, we performed hierarchical clustering analysis of four samples. As showed in Figure 3B, the clustering accurately separated the samples into two main branches (one branch consisted of NC-1 and NC-2, and the other consisted of GAA-1 and GAA-2). 

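Over the log2(RPM + 1) values of all detected miRNAs, the Euclidean distance was 11.60 between NC-1 and NC-2 and 12.26 between GAA-1 and GAA-2. The distances between groups were 19.40 for NC-1 and GAA-1, 15.32 for NC-1 and GAA-2, 16.83 for NC-2 and GAA-1 and 14.11 for NC-2 and GAA-2. Each of these was larger than both within-group distances, and the mean between groups was 1.38 times the mean within groups. Complete linkage on these distances placed the NC samples on one main branch and the GAA samples on the other. Average linkage and 1 minus the Pearson correlation gave the same branches. The ratio fell to 1.12 when the reads were scaled to the miRNA reads of each sample with trimmed mean of M-values factors in place of its mappable reads, and the branches were unchanged. From the separation of the branches, the paper goes on to the repeatability of the experiment.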

This showed the repeatability of our experiment. 

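The replicates were compared across all detected miRNAs, which are not independent replicates. The Pearson correlation of log2(RPM + 1) was 0.9940 between NC-1 and NC-2 and 0.9941 between GAA-1 and GAA-2. Across groups it ranged from 0.9902 to 0.9918. The Spearman correlation did not separate the groups in this way. It was 0.898 between the NC samples and 0.910 between the GAA samples, against 0.895 to 0.903 across groups, with NC-1 and GAA-1 (0.901) and NC-2 and GAA-2 (0.903) above the NC pair. Among the 323 miRNAs with at least 10 reads in every sample, the median difference between replicates was 0.27 on the log2 scale in NC and 0.28 in GAA, against 0.36 to 0.75 across groups. Replicates nevertheless differed by far more than the sampling of reads alone would give. The chi-square per degree of freedom of their read numbers was 165.6 in NC and 158.8 in GAA, where sampling alone gives about 1. The sample, and not the read, was therefore taken as the unit of replication. These values cannot show whether the samples came from separate cultures. For samples of different groups the chi-square ranged from 102.0 for NC-1 and GAA-2 and 157.0 for NC-1 and GAA-1 to 283.9 for NC-2 and GAA-2. The values of the replicates lay within this range. The chi-square grows with the number of reads, which differed between samples, so it does not rank the pairs by closeness. The paper takes the grouping of the replicates as evidence that the experiment is repeatable.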

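All 8 miRNAs of Table S5 were separated by group in the deposited values, with both GAA samples below both NC samples for 6 miRNAs and above them for 2. The log2 fold change of GAA over NC was -2.62 (standard error 0.32) for miR-208b-3p, with 92 and 84 reads in the NC samples and 17 and 8 in the GAA samples. It was -1.57 (standard error 0.46) for miR-144-3p, which had 25 and 9 reads in NC and 1 and 4 in GAA. For miR-6412 it was -1.37 (standard error 0.21), from 12 and 8 reads in NC and 1 read in each GAA sample. For miR-335-3p it was -0.90 (standard error 0.23). The 2 higher miRNAs were miR-1843b-3p, at 2.00 (standard error 0.33), and miR-671-3p, at 1.45 (standard error 0.24). Mir208b lies at 54975700 to 54975776 on chromosome 14 (GRCm38), within an intron of Myh7, and Mir671 at 24592114 to 24592211 on chromosome 5, within an exon of Chpf2 and, on the opposite strand, of Smarcd3. Mir1843b lies at 159340358 to 159340423 on chromosome 1, within an intron of Cop1 and over an exon of the small RNA gene Scarna3a, both on its strand. No other gene is annotated over Mir144 on chromosome 11 or Mir6412 on chromosome 10. With limma over all detected miRNAs and Benjamini-Hochberg adjustment, the lowest adjusted p was 0.205. It was shared by 44 miRNAs, among them miR-208b-3p, miR-6412, miR-1843b-3p and miR-671-3p, so that 0 miRNAs passed an FDR of 0.01 with an absolute log2 fold change above 1. Division by the miRNA reads of each sample brought 1 miRNA, miR-208b-3p, past these thresholds, at -3.30 (adjusted p = 0.0064). The largest shift came from division by the paper's clean reads, with 87 miRNAs past the thresholds, 85 of them higher in GAA. In that fit every miRNA took its spread from the trend across miRNAs and not from its own samples. Some of the 87 had identical values, so they are not 87 independent changes.

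**Figure D2:**
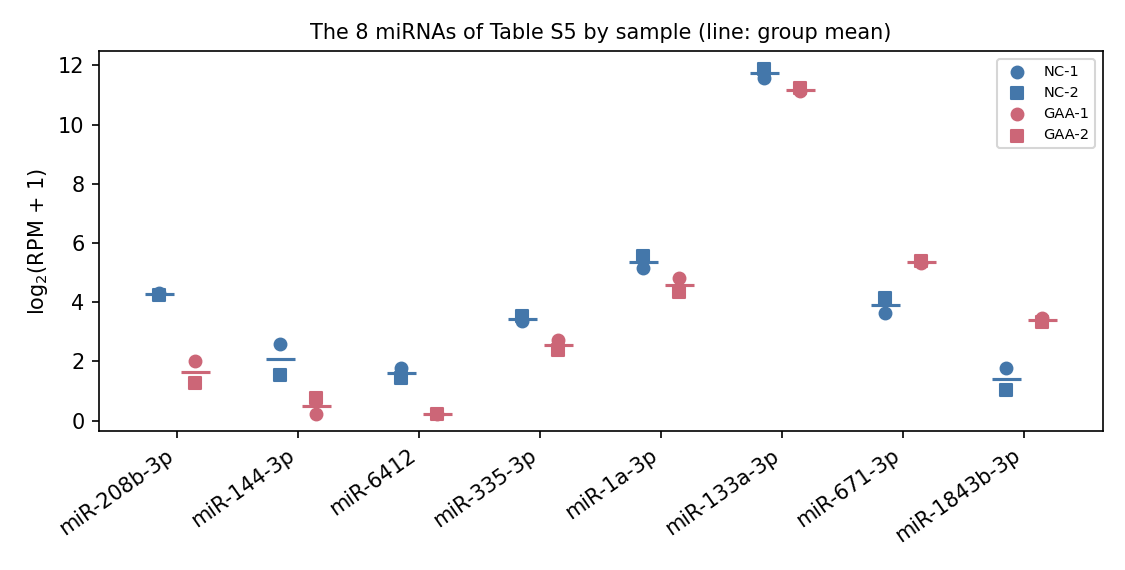
Level of the 8 miRNAs of Table S5 as log2(RPM + 1), one point per sample and a line at each group mean (n = 2). miR-671-3p and miR-1843b-3p stand higher in both GAA samples, and the other 6 stand lower, with miR-208b-3p lowest relative to NC.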

Meanwhile, through Differential expression (DE) analysis, we identified eight co-expressed DE miRNAs (Figure 3C and Table S5). 

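The sequence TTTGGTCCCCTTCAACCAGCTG, the forward primer for miR-133a-3p in Table S1, occurs without mismatch in 2 precursors of the GENCODE M21 annotation of GRCm38. It lies at 10782913 to 10782934 on the minus strand of chromosome 18 (Mir133a-1) and at 180398437 to 180398458 on the plus strand of chromosome 2 (Mir133a-2). The primer sequence for miR-1a-3p, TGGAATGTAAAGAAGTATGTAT, lies at 10785485 to 10785506 on chromosome 18 (Mir1a-2) and at 180389096 to 180389117 on chromosome 2 (Mir1a-1), on the same strand as its neighbour. The precursors of each pair are 2504 bases apart on chromosome 18, within an intron of the antisense gene Mir133a-1hg and opposite an intron of Mib1, and 9254 bases apart on chromosome 2, where no other gene is annotated over them. On chromosome 18, Mir1a-2 also overlaps the miRNA gene Mir1b on the opposite strand. miR-133a-3p stood at 3423 ± 515 RPM (SD, n = 2) in NC and 2330 ± 112 RPM (SD, n = 2) in GAA, from 15065 and 17922 reads against 12531 and 13631. Its log2 fold change was -0.55 (standard error 0.19, adjusted p = 0.276 with limma). miR-1a-3p stood at 40.2 ± 8.3 RPM (SD, n = 2) in NC and 23.2 ± 5.6 RPM (SD, n = 2) in GAA, from 169 and 218 reads against 151 and 109, with a log2 fold change of -0.77 (standard error 0.27, adjusted p = 0.276). Both GAA samples lay below both NC samples for each miRNA, the clearest order that 2 samples against 2 allow (exact permutation test, p = 0.333). With each sample left out in turn, the log2 fold change ranged from -0.70 to -0.39 for miR-133a-3p and from -1.01 to -0.54 for miR-1a-3p. Samples with the same replicate number, a pairing taken from the labels, did not deviate together. The correlation of their deviations from the group means across 323 miRNAs, which are not independent replicates, was -0.15, and with 2 samples per group the correlation for different numbers is its opposite by construction. With the replicate number as a block, the adjusted p was 0.577 for miR-133a-3p and 0.496 for miR-1a-3p, with 0 miRNAs past the thresholds. The block combined with division by miRNA reads, a setting added after seeing the data, brought 6 miRNAs past them. There miR-133a-3p stood at -1.02 (adjusted p = 0.0047 with limma) and miR-1a-3p at -1.26 (adjusted p = 0.0023). The near-identical miR-133b-3p, with 1 mismatch to the miR-133a-3p sequence, had a log2 fold change of -0.25 (standard error 0.22), and miR-206-3p, with 4 mismatches to miR-1a-3p, one of -0.46 (standard error 0.17). Any reads shared between such copies leave these values uncertain. Among the settings tried, median-of-ratios factors moved the log2 fold changes furthest, to -1.08 for miR-133a-3p and -1.28 for miR-1a-3p.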

Notably, among the DE miRNAs, the expression of miR-133a-3p and the miR1a-3p cluster, which play a role in myogenesis, was downregulated. In addition, we selected 10 miRNAs, which contained DE miRNA, for validation of their expression. The results indicate a strong positive correlation between the small RNA-seq and the qRT-PCR results (Figure S2) (Spearman’s *r* = 0.608, *p* < 0.01), which emphasized the reliability of our sequencing data. The above results matched expectations, with GAA being shown to affect the miRNA expression profile of myotubes.

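Across the profile, 371 miRNAs had at least 1 RPM in every sample. For 249 of them both GAA samples lay outside the range of the NC samples, 239 above and 10 below. Their fold changes were mostly modest, since 29 of the 249 changed by more than 1 on the log2 scale, 28 upward and 1 downward. The median log2 fold change over the 371 miRNAs was 0.49 in RPM, and 91.6% had a higher mean in GAA. With division by the miRNA reads of each sample, the median was 0.04 and 55.3% were higher. The 5 most abundant miRNAs were miR-22-3p, miR-21a-5p, miR-27b-3p, miR-143-3p and miR-26a-5p. miR-22-3p took 17.3% ± 1.1 (SD, n = 2) of the miRNA reads in NC and 20.2% ± 1.3 in GAA, and miR-21a-5p took 15.4% ± 4.3 and 14.6% ± 1.4. Among the miRNAs the introduction names, miR-222-3p had a log2 fold change of 1.22 (standard error 0.33, adjusted p = 0.219 with limma) and miR-210-3p one of -0.42 (standard error 0.20, adjusted p = 0.363). The paper concludes from the clustering, the DE miRNAs and their qRT-PCR measurements that GAA affects the miRNA expression profile of myotubes.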

To further understand the potential functions of the DE miRNAs, we carried out target prediction and functional enrichment analysis. As expected, the target genes of the downregulated miRNAs were associated with processes of myogenesis, such as cell differentiation (469 genes, *p* = 3.64 × 10^−63^), Wnt signaling pathway (31 genes, *p* = 1.15 × 10^−4^), PI3K–Akt signaling pathway (63 genes, *p* = 9.45 × 10^−4^), and AMPK signaling pathway (26 genes, *p* = 0.012) (Figure 3D). These results suggest that exposure of cells to DM containing GAA promotes their ability to differentiate into myotubes.

### 2.3. MiR-133a-3p and MiR-1a-3p Expression is Decreased during Muscle Growth

We hypothesized that miR-133a-3p and miR-1a-3p, which were the two most highly expressed in DE miRNAs, play a role in GAA-induced muscle growth. 

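Averaged over the 4 samples, miR-133a-3p had 2877 RPM and miR-1a-3p 31.7 RPM, the highest 2 means among the 8 miRNAs of Table S5. miR-671-3p followed at 27.0 RPM and miR-208b-3p at 10.2 RPM. Within the GAA samples the order differed, with miR-671-3p at 39.8 ± 1.4 RPM (SD, n = 2) above miR-1a-3p at 23.2 ± 5.6 RPM (SD, n = 2), a gap wider than the spread of either. In the NC samples miR-1a-3p, at 40.2 RPM, came next after miR-133a-3p, and miR-208b-3p followed at 18.2 RPM. Among all detected miRNAs, miR-133a-3p ranked 28 and miR-1a-3p ranked 183 by mean RPM. From their abundance among the DE miRNAs, the paper proposes a role for both in muscle growth under GAA.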

We determined the expression profiles of miR-133a-3p and miR-1a-3p throughout the myoblast differentiation phase (Figure 4A), and measured the thickness of myotubes by staining with anti-MyHC on the 6th day of myogenic differentiation (Figure 4B). The data showed a ~40% increase in the area of GAA-treated myotubes compared with that of DM myotubes (Figure 4B). In addition, the total MyHC protein level and *MyHC* isoform mRNA levels were also determined (Figure 4C and Figure S3A–C). Because cathepsin L (*CTSL*) and atrogin-1 (*FBXO32*) are marker genes of skeletal muscle atrophy [39,40], their expression was also determined, but no significant difference in this regard was identified between the GAA and control groups (Figure 4G,H). To further define the effect of miRNAs on muscle growth, the mice were treated with GAA dissolved in drinking water. We detected creatinine content in serum (Figure S1B) and determined that 1% and 2% GAA could be added in subsequent experiments. As a result, we observed that the GAA supplement reduced the expression of miR133a-3p and miR-1a-3p in mouse gastrocnemius tissue (Figure 4D). In addition, 2% GAA administration significantly increased gastrocnemius muscle fiber size (Figure 4E) (Pearson chi-square test *p* < 0.01). Meantime, the total MyHC protein level was also enhanced by the GAA supplement (Figure 4F). These results showed that GAA-treatment-induced muscle growth was accompanied by the downregulation of miR-133a-3p and miR-1a-3p.

By applying gain- and loss-of-function approaches to further verify that myotube growth was mediated by the DE miRNAs, the neo-myotubes were transfected with miR-133a-3p, miR-1a-3p, and their inhibitors, and qRT-PCR was used to detect the transfection efficiency (Figure 5A,B). In addition, *MyHC* isoform mRNA levels were also determined (Figure S3D–F). Anti-MyHC staining indicated that myotube thickness was significantly increased after the transfection of miRNA inhibitors and that the co-transfection of miR-1 and miR-133 inhibitors had a synergistic effect (Figure 5C,D).

The qRT-PCR results and western blot analysis revealed a significant increase in MyHC mRNA and protein levels in the inhibitor-transfected myotubes (particularly upon co-transfection with miR-133a-3p and miR-1a-3p inhibitors) and the MyHC levels were the highest in the group co-transfected with inhibitors (Figure 5E). Meanwhile, the expression of *CTSL* and *FBXO32* had no significant difference between the groups (Figure 5F,G). These results confirmed that the downregulation of miR-133a-3p and miR-1a-3p caused myotube growth in C2C12 cells, which resembled the effect of GAA treatment.

### 2.4. The Downregulation of MiR-133a-3p and MiR-1a-3p Promotes Muscle Growth by Activating Akt/mTOR/S6K Signaling

To explore the potential signaling pathways of miR-133a-3p and miR-1a-3p, we focused on results obtained from TargetScan and RNAhybrid to explore their predicted target genes. Insulin Receptor (*Insr*) and Eukaryotic Translation Initiation Factor 4E (*EIF4E*) were predicted to be the target genes of miR-133a-3p and miR-1a-3p, respectively. Notably, the free energy score, given by RNAhybrid, was very low (−27.1 and −20.4 kcal/mol, respectively) (Figure 6A). These results suggested that miR-133a-3p and miR-1a-3p are likely to interact with the 3′UTR of *Insr* and *EIF4E* mRNA, and then post-transcriptionally downregulate its expression. To confirm this hypothesis, we performed qRT-PCR, which revealed that the expression of *Insr* and *EIF4E* was significantly elevated after GAA treatment (Figure 6B). Meanwhile, we analyzed the correlation of the expression levels of miRNAs and their target mRNAs (Figure 4A and Figure 6B). The results revealed a negative correlation between the expression of miRNAs and their target mRNAs (Figure 6B). As expected, the miRNA transfection experiment (Figure 5A,B) revealed the same tendency—the target mRNA levels were improved in the inhibitor-transfected myotubes (Figure 6C). The above data indicated that either *Insr* or *EIF4E* could be target genes for miR-133a-3p and miR-1a-3p, respectively. To further test whether miR-133a-3p and miR-1a-3p directly target the 3′UTR of *Insr* and *EIF4E* mRNA, we performed a dual-luciferase reporter assay in HeLa cells, the results of which was shown in Figure 4F. The findings revealed that miR-133a-3p significantly reduced the luciferase activity in HeLa cells transfected with the *Insr* 3′UTR reporter. Similarly, miR-1a-3p was able to reduce the luciferase activity in HeLa cells transfected with the EIF4E 3′UTR reporter (Figure 6D). These results indicated that the *Insr* and *EIF4E* genes were direct targets of miR-133a-3p and miR-1a-3p, respectively.

The target genes of miR-133a-3p and miR-1a-3p (*Insr* and *EIF4E,* respectively) play roles in the Akt/mTOR/S6K pathway, which is a crucial regulator of muscle growth and hypertrophy. Against this background, the phosphorylation levels of Akt, mTOR and S6K were determined by western blotting, with the results indicating significant increases in the Akt, mTOR and S6K phosphorylation levels with miRNA inhibitor treatment. A synergistic effect was also revealed in the co-transfection inhibitor group. However, a significant decrease in the phosphorylation of Akt, mTOR and S6K was observed in miRNA mimic-transfected myotubes (Figure 6E). In addition, the phosphorylation levels of both Akt, mTOR and S6K were also increased after GAA supplement in vitro and in vivo (Figure 6F and Figure S1C). Meanwhile, we found that rapamycin (Rap) enhanced the phosphorylation level of Akt and blocked the GAA—mediated activation of mTOR/S6K signaling (Figure S1D).

These results demonstrate that the GAA-induced downregulation of miR-133a-3p and miR-1a-3p promotes muscle growth by activating Akt/mTOR/S6K signaling.

## 3. Discussion

GAA is an endogenic amino acid derivative, and it acts as a direct precursor to Cr, which is an essential compound in energy metabolism. GAA is synthesized by the kidneys and through circulation transported to the liver for synthesis of creatine [41,42]. The finding that no GAA is detected in the human skeletal muscle after GAA supplementation is controversial [43]; however, our results have revealed that exposure of cells to 20 mM GAA-containing media can significantly increase intracellular creatine content (Figure S1A). Previous studies have shown that the specific activity of GAMT in the muscle appears to be low [44], but enough to synthesize all creatine needed in this tissue [45]. This might mean that exogenous supplement GAA can be absorbed in a small quantity and efficiently utilized by muscle tissue. Creatinine is a product of muscle metabolism in the body and expelled through circulation. Our results indicate that 2% and 3% GAA supplement could significantly increase the content of creatinine (Figure S1B). This indicates that the absorption of GAA has been overloaded.

Skeletal muscle has the ability to rapidly adapt its structure and function to external stimuli, allowing a diverse range of movements. The composition of skeletal muscle is broadly determined by regulatory systems that control the balance between muscle protein synthesis and degradation [46]. However, many external factors can disrupt this balance, including aging [47], myasthenia gravis [48] and Duchenne muscle dystrophy [49], involving the selective degradation of type II fibers. Muscle atrophy is also associated with the reduced regenerative capacity of muscle stem cells. Skeletal regeneration is a complicated process that depends on the regulation of myogenic regulatory factors (MRFs), among which MyoD initiates myogenic differentiation and myoblast formation [50], and MyoG is essential for the differentiation of most myogenic precursor cells. Our results show that GAA was able to promote myogenic differentiation by upregulated *MyoD* and *MyoG* (Figure 2D). Notably, GAA treatment increased myofiber thickness, skeletal muscle cross-sectional area and total MyHC protein levels, which can also contribute to muscle growth (Figure 4B,C,E,F). Previously, McCarthy et al. [51] reported that overload-induced hypertrophy in skeletal muscle (including soleus and plantaris) decreased the expression of miR-133a-3p and miR-1a-3p. In our study, we founded the downregulation of miR-133a-3p and miR-1a-3p in myotubes or growing skeletal muscle after GAA treatment (Figure 3C and Figure S2). 

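In the sequenced myotubes, the size of the decrease depended on the number by which the reads of each sample were divided. With the mappable reads, as deposited, the log2 fold change was -0.55 for miR-133a-3p and -0.77 for miR-1a-3p. With the miRNA reads of each sample it was -1.02 (standard error 0.20, adjusted p = 0.127 with limma) and -1.26 (standard error 0.23, adjusted p = 0.127). Scaling by the median ratio between samples gave -1.08 (adjusted p = 0.107 with limma) and -1.28 (adjusted p = 0.0591). Leaving the 5 most abundant miRNAs out of the miRNA reads gave -0.94 (adjusted p = 0.0279) and -1.18 (adjusted p = 0.0269), still above the FDR threshold of 0.01. The paper's clean reads as the divisor gave the smallest changes, -0.21 (standard error 0.26) and -0.43 (standard error 0.25). Both miRNAs were lower in GAA under each of these settings, although the change of miR-133a-3p with the clean reads was within its standard error. The paper relates the decrease to that reported for muscle under overload.

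**Figure D3:**
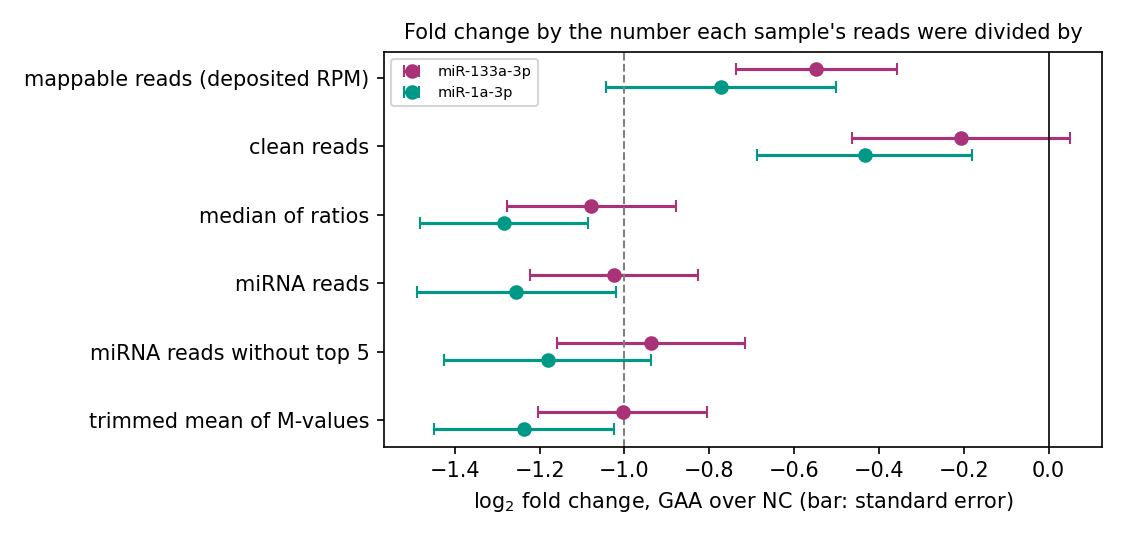
Log2 fold change of GAA over NC for miR-133a-3p and miR-1a-3p, with standard errors (n = 2 samples per group), by the number each sample's reads were divided by. The dashed line marks -1, the paper's threshold; the mappable reads give -0.55 and -0.77, and the miRNA reads give -1.02 and -1.26.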

Thus, GAA may contribute to skeletal muscle hypertrophy, but this needs further study due to Akt1 activation promoting the selective expression of type IIb muscle fibers [52]. Here, our results on *MyHC IIb* mRNA levels revealed that they were significantly improved by GAA treatment (Figure 3A–C). Thus, GAA may help prevent muscle loss and reduce chronic diseases and mortality in the elderly.

Next, the analyses of GO terms and KEGG pathways based on the small RNA-seq results revealed that DE miRNAs were directly or indirectly involved in myogenesis. The target genes of most of the DE miRNAs were particularly associated with “cell differentiation” and “embryo development”, which were probably related to myogenic differentiation [53,54]. The results of MyHC staining (Figure 2C) revealed that the myoblasts had a higher rate of differentiation after GAA treatment. Moreover, the target genes of some DE miRNAs that were shown to be particularly associated with “biosynthetic process” and “growth” have been studied in relation to tissue development and the biological process of protein. Our results also indicated that GAA treatment induced more MyHC-positive cells and a greater fiber diameter (Figure 4B). Notably, the KEGG pathway results showed that the target genes were particularly associated with “Wnt signaling pathway”, “PI3K–Akt signaling pathway”, and “AMPK signaling pathway”, which are thought to be typical features of muscle growth and hypertrophy [55,56,57,58]. Intriguingly, GAA may act as an activator of gamma-amino butyric acid (GABA) receptors in the brain and peripheral tissues [59]. In virtue of GABA being the principal inhibitory neurotransmitter in the nervous system and reported to be associated with food intake in pigs and rats [60,61], exogenous GAA might act as a neuromodulator and affect neuronal excitability, muscular tone, brain development, and food intake. However, the precise mechanism by which GABA receptor is activated by GAA is unclear. Here, we found that the target genes of miR-335-3p were particularly associated with “GABAergic synapse”. Thus, GAA may activate the GABA receptor via mir-335 modulation, but this needs to be proven experimentally.

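Mir335 lies at 30741299 to 30741396 on the plus strand of chromosome 6 (GRCm38), within an intron of Mest. In the sequenced myotubes miR-335-3p stood at 9.95 ± 0.87 RPM (SD, n = 2) in NC and 4.91 ± 0.94 RPM (SD, n = 2) in GAA, from 46 and 50 reads against 31 and 24. Its log2 fold change was -0.90 (standard error 0.23, adjusted p = 0.219 with limma). The other arm, miR-335-5p, stood at 13.46 ± 0.21 RPM in NC and 8.22 ± 4.13 RPM in GAA, with a log2 fold change of -0.73 (standard error 0.38, adjusted p = 0.385). For both arms the GAA samples lay below the NC samples, but the GAA samples of miR-335-5p, with 62 and 30 reads, differed from each other by more than the group means did. Division by the miRNA reads of each sample changed the log2 fold change of miR-335-3p to -1.41. From the targets of miR-335-3p, the paper proposes that GAA acts on the GABA receptor through this miRNA and leaves the test to later experiments.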

Akt/mTOR/S6K signaling is a typical protein synthesis pathway. Many nutrients promote muscle cell growth or hypertrophy by activating this signaling pathway, such as alpha-ketoglutarate [62], betaine [63], black ginseng [64] and folic acid [65]. It has been reported that insulin can also promote muscle growth [66]; our study also demonstrates that GAA promotes skeletal muscle growth through *Insr*/AKT/mTOR signaling (Figure 6F and Figure S1C). However, notably, previous studies suggested that exogenous GAA stimulates insulin secretion in rats [67]. In other words, GAA could also activate insulin-related signaling pathways in the absence of insulin by miRNA. What is noteworthy is that EIF4E is downstream of the Akt/mTOR signaling pathway, but the miR-1a-3p inhibitor was also shown to be capable of increasing the phosphorylation levels of Akt, mTOR and S6K. This was because miR-1a-3p has other target genes that contributed to the Akt/mTOR/S6K pathway, such as Epha2, Lpar5, HSP90b1 and Ywhab (Table S2). Rap is an inhibitor of mTOR signaling [68]. Our results demonstrated that GAA-induced activated mTOR/S6K signaling can be blocked by Rap supplement (Figure S1D). Meantime, the enhanced effect of Rap in activating Akt phosphorylation level was also observed (Figure S1D), consistent with previous research [69].

## 4. Materials and Methods

### 4.1. Regents and Antibodies

GAA (G11608) and Rapamycin (Rap) (V900930) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Dimethyl sulfoxide (DMSO) was purchased from Solarbio Science Technology Co. (Beijing, China); Antibodies fast-MyHC (ab51263), phosphor-Akt (ser473) (ab81283), Akt (ab179463), phosphor-mTOR (ser2448) (ab10926), mTOR (ab134903), phosphor-S6K (Thr389) (ab2571) and S6K (ab186753) were purchased from Abcam (Cambridge, MA, USA). Antibody against tublin (#2148) were purchased from Cell Signaling Biotechnology (Beverly, MA, USA).

### 4.2. Cell Culture and Treatment

The murine skeletal muscle cell line C2C12 was cultured in growth medium (GM) that contained high-glucose DMEM (Hyclone, Logan, UT, USA), supplemented with 10% fetal bovine serum (GIBCO, Grand Island, NY, USA), 100,000 units/L penicillin sodium, and 100 mg/L streptomycin sulfate (Hyclone) at 37 °C in a humidified atmosphere containing 5% CO_2_. The C2C12 myoblasts were induced with differentiation medium (DM) containing high-glucose DMEM and 2% horse serum (GIBCO, Grand Island, NY, USA) for 8 days. GAA was soluble in GM or DM at a final concentration of 20 mmol/L. Rapamycin (Rap) was diluted in DMSO at a final concentration of 100 nmol/L; the final concentration of DMSO was less than 0.1% in the culture.

### 4.3. Animals and Muscle Collection

The Kunming male mice (*n* = 30) at 3 weeks of age were purchased from DASHUO Medical Laboratory Animal Center (Chengdu, China). The mice were given free access to food and water under constant 12 h light and 12 h dark cycle at a temperature of 23 °C ± 3 °C and relative humidity of 70% ± 10% throughout experimental period. After one week of acclimatization, the mice were randomly divided into three groups (*n* = 10 in each group) and supplemented with different concentrations of GAA (0%, 1% and 2%), dissolved in drinking water for 8 weeks. At the end of the experiment, serum was collected and the gastrocnemius muscle was taken for further testing. The serum was stored at −80 °C, the muscle stored in liquid nitrogen.

### 4.4. RNA Extraction, Reverse Transcription, and qRT-PCR 

Total RNAs were extracted from C2C12 myotubes using RNAiso Plus reagent (Takara, Guangdong, China), in accordance with the manufacturer’s instructions. For mRNA, total RNA (2 µg) was reverse-transcribed to cDNA in a final volume of 20 µL using PrimeScript™ RT Reagent Kit (Takara, Guangdong, China). For MicroRNA, reverse transcripts were synthesized using Mir-X™ miRNA First-Strand Synthesis Kit (Clontech, Mountain View, CA, USA). GAPDH or U6 was used as a candidate housekeeping gene for mRNA and miRNA, respectively. TB Green™ Premix Ex Taq reagents (Takara, Guangdong, China) and sense and antisense primers (200 nM for each gene) were used for quantitative real-time polymerase chain reaction (qRT-PCR). PCR reactions were performed using the CFX Connect Real-Time System (BIO-RAD, Hercules, CA, USA). Primer sequences are presented in Table S1.

### 4.5. Cell Proliferation Ratio Assay

C2C12 cells proliferation ratio was detected by Cell Counting Kit-8 (CCK-8) (Beyotime, Shanghai, China) and EdU Cell Proliferation Assay Kit (Ribobio, Guangzhou, China). C2C12 cells were seeded in a 96-well cell culture plate and maintained in GM, which contained 0 mM, 5 mM, 10 mM or 20 mM GAA for 48 h; the medium was changed every 12 h. For CCK-8, 10 μL CCk-8 reagent was added to the medium, after 1 h, optical density was measured at 450 nm. For EdU cell proliferation assay, cells were treated with GAA of different concentrations, and when the cells reached approximately 80% confluence, 10 μM EdU was added to the medium and incubated for 2 h. EdU staining was done according to the manufacturer’s instructions; cell nucleus was stained by DAPI (Beyotime, Shanghai, China). Stained cells were imaged by Olympus IX53 microscope (Olympus, Totyo, Japan).

### 4.6. Western Blot Assay

Western blot was performed as previously described [70]. Briefly, the cells were seeded in a six-well cell culture plate. After differentiation for 4 days, cells were incubated with Rap or GAA as described for 48 h. The cells were then rinsed in PBS three times and lysed in 200 μL RIPA lysis buffer that contained 1 mM PMSF and 0.02% Protease phosphatase inhibitors. For tissues, 25 mg gastrocnemius muscle was homogenized in 500 μL RIPA lysis buffer that contained 1 mM PMSF and 0.02% Protease phosphatase inhibitors. Afterwards, the homogenized liquids were shocked for 30 min at 4 °C, and the insoluble matter was removed from the suspension by 12,000× *g* centrifugation for 15 min. The total protein concentration was quantified using BCA protein assays. After aliquots 50 μg protein suspension was separated by 10% sodium dodecyl sulfate (SDS) polyacrylamide electrophoresis gels, the proteins were transferred to polyvinylidene fluoride (PVDF) membranes (BIO-RAD, Hercules, CA, USA) using the Trans-Blot Turbo transfer system (BIO-RAD, Hercules, CA, USA), and then blocked with 5% (*w*/*v*) non-fat dry milk in Tris-buffered saline that contained 0.1% Tween 20 (BIO-RAD, Hercules, CA, USA) for 2 h at room temperature. The PVDF membranes were then incubated with the indicated antibodies at 4 °C overnight, followed by incubation with the secondary antibody for 1 h at room temperature. Protein expression was measured using a ChemiDoc MP Imaging System (BIO-RAD, Hercules, CA, USA) and normalized to tubulin expression.

### 4.7. Immunocytochemistry

The C2C12 cells were rinsed three times in PBS and washed in 0.3% Triton X-100 for 30 min, followed by blocking for 1 h at room temperature. Subsequently, these cells were incubated overnight in mouse anti-fast-MyHC at 4 °C. The next day, the C2C12 cells were incubated with Alexa Fluor^®^ 488 secondary antibody (ab150113; Abcam) for 1 h, and the cell nucleus was stained by DAPI (Beyotime, Shanghai, China). The cells were observed, and the fluorescence was quantified using Olympus IX53 microscope (Olympus, Totyo, Japan) with cellSens Standard software (v1.16, Olympus Instruments, Totyo, Japan). Up to six fields of view were captured from each group.

### 4.8. HE Staining and Skeletal Muscle Cross-Sectional Area Statistics

Hematoxylin and eosin (HE) staining was carried out for the gastrocnemius muscle. In detail, the gastrocnemius muscle from 0%, 1% and 2% GAA supplemented mice were fixed in 4% paraformaldehyde at room temperature for 30 min, then dehydrated in paraffin. Sections were prepared and stained by HE Staining Kit (Beyotime, Shanghai, China) according to the manufacturer’s instructions; the images were captured by Olympus IX53 microscope (Olympus, Totyo, Japan). Skeletal muscle size was quantified by cellSens Standard software (Olympus Instruments); 300 fibers were measured per muscle tissue.

### 4.9. Small RNA Library Construction and Sequencing

Total RNA of C2C12 on the sixth day of differentiation was extracted by RNAiso Plus reagent. RNA concentration and quality were examined using Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA); the sample with RIN (RNA Intergrity Number) under 8 were excluded from the following processes. Small RNAs ranging from 14 to 36 nt in size were purified by polyacrylamide gel electrophoresis. To construct a small RNA sequencing library, 3′ and 5′ adaptors were ligated with small RNA fractions. The modified small RNA was then reverse-transcribed and amplified by reverse-transcription PCR. Finally, the enriched cDNA was sequenced on an Illumina HiSeq 2500, in accordance with the manufacturer’s instructions. The raw sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE118528.

### 4.10. Analysis of High-Throughput Sequencing Data

The raw reads were subjected to a series of additional filters, such as removing low-quality reads, repeated sequences, adaptor sequences, and reads shorter than 14 nt or longer than 36 nt. The remaining sequences were defined as clean reads and processed using miRDeep2 software. Briefly, the clean reads were mapped to a reference mouse genome (assembly GRCm38.p5). All mappable reads were used as queries for searches against the known mouse miRNA precursors and mature miRNAs in the miRbase database 21.0, to identify known mouse miRNAs. The length distribution of the clean reads was generated. 

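The mappable read counts in this formula are implied by the deposited values and lay between 4732359 in NC-2 and 5657704 in GAA-2. Summed over the known miRNAs, the reads made up 33.6% and 43.6% of them in the NC samples and 56.3% and 50.4% in the GAA samples. A miRNA that makes up the same share of the miRNA reads in every sample therefore has a higher RPM in the GAA samples.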

Expression of identified known mouse miRNAs were achieved by normalizing read counts to RPM formula: Normalized expression = (actual miRNA sequencing read count/total mappable read count) × 1,000,000 for further analysis. More details about raw data are presented in Table S2.

### 4.11. Differential Expression Analysis of MiRNAs

To identify Differential Expression (DE) miRNAs, read counts of DE miRNAs were used for differential expression analysis using edgeR v3.7 [71] in OmicShare tools (www.omicshare.com/tools) between the control group and the GAA group. A unique miRNA was considered to be differentially expressed when it met the following criteria: |log2 (fold change)| > 1 and false discovery rate (FDR) < 0.01.

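Applied to the deposited log2(RPM + 1) values with limma, these criteria were met by 0 miRNAs. A log2 fold change beyond 1 in size was reached by 39 miRNAs, 3 lower and 36 higher in GAA, and none of them had an adjusted p under 0.205. Restricting the test to the 371 miRNAs with at least 1 RPM in every sample lowered the smallest adjusted p to 0.0918 (miR-208b-3p), and to 0.0801 with the 323 miRNAs of at least 10 reads in every sample. By the paper's own values in Table S5, 7 of the 8 listed miRNAs meet both criteria, and miR-671-3p has an FDR of 0.0207.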

### 4.12. Prediction and Functional Enrichment Analysis of DE MiRNA Target Genes

To further understand the function of DE miRNA, we predicted DE miRNA target genes using TargetScan 7 [72] (Table S3). The Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms that were strongly associated with the predicted target genes were identified using Database for Annotation, Visualization and Integrated Discovery (DAVID) (v6.8, Frederick, MD, USA) [73]. The target genes list was uploaded into the DAVID software, and the species and the background was selected as “Mus musculus”. The results were shown by −log_10_ *p* value.

### 4.13. Bioinformatic Analyses and Dual-Luciferase Reporter Assay 

miRNA sequence information was obtained from miRBase (http://www.mirbase.org/search.shtml). Target predictions were performed with miRDB (http://mirdb.org/miRDB/) [74]. MiRNA binding sites within mRNA 3′UTRs were analyzed with TargetScan (http://www.targetscan.org/vert_71/). The minimum free energy of the hybridization of mRNA 3′UTR and miRNA was predicted using RNAhybrid (https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid) [75]. When the density of Hela in a 48-well plate reached 70%, the potentially targeted mRNAs containing miRNA binding sites were cloned into the pmirGLO plasmid (Promega, Madison, WI, USA), and co-transfected with miRNA mimic into Hela cells using Lipofectamine 3000 (Invitrogen, Grand Island, NY, USA) according to the manufacturer’s instructions. Further culture for 48 h and dual-luciferase activity was quantitated by using the Dual-Luciferase Reporter Assay System kit (Promega, Madison, WI, USA) according to the manufacturer’s instructions.

### 4.14. MiRNA Transfection

The specific miRNA mimic, inhibitor, and mimic control were purchased from RIBOBIO (Guangzhou, China). When C2C12 was differentiated four days later, the cells were transfected with mimic control (miRNA mimic that contains no sequence similarity to any reported mice gene sequence), miRNA mimic, and inhibitor (transfected with a single RNA sequence exactly complementary to the specific miRNA mimic) by using Lipofectamine 3000 (Invitrogen, Grand Island, NY, USA) according to the manufacturer’s instructions.

### 4.15. Creatine and Creatinine Content Assay

The content of creatine and creatinine were evaluated by using the Creatine assay kit (BioAssay Systems, The Bay Area, CA, USA) and creatinine assay kit (BioAssay Systems, The Bay Area, CA, USA), respectively. Briefly, for creatine detection, C2C12 was cultured in GM, which contented 20 mM GAA, for 24 h. The cells were then collected in a 1.5 mL centrifuge tube using Trypsin-EDTA Solution (GIBCO, Grand Island, NY, USA) and 1000 rpm centrifugation for 5 min. 20 μL ultrapure water was then added, the cell membranes were broken through ultrasound, and the insoluble matter was removed from the suspension by 12,000× *g* centrifugation for 15 min. The creatine concentration was quantified using a Creatine assay kit in accordance with the manufacturer’s instructions. For creatinine detection, the mice were fed for 1 week and serum was extracted to determine creatinine content by using the Creatinine assay kit, in accordance with the manufacturer’s instructions.

### 4.16. Statistical Analysis

The data are expressed as the mean ± standard deviation (SD) of three independent experiments. Statistical significance was calculated using the Student’s *t*-test for comparisons of two groups, and one-way analysis of variance with Tukey’s post-hoc test for multiple groups using SPSS 19.0 software (SPSS Inc., Chicago, IL, USA). A value of *p* < 0.05 was considered statistically significant (* *p* < 0.05, ** *p* < 0.01).

## 5. Conclusions

Our investigations suggest that GAA could effectively promote C2C12 myoblast differentiation and muscle growth and modulate myomiRs, including miR-133a-3p and miR-1a-3p. Further experimentation demonstrated that GAA promotes myoblast differentiation and muscle growth by downregulating miR-133a-3p and miR-1a-3p and activating Akt/mTOR/S6K signaling. Our findings suggest that GAA enhances muscle performance, which may represent a promising therapeutic route for muscle atrophy and related disorders.

## Figures and Tables

**Figure 1:**
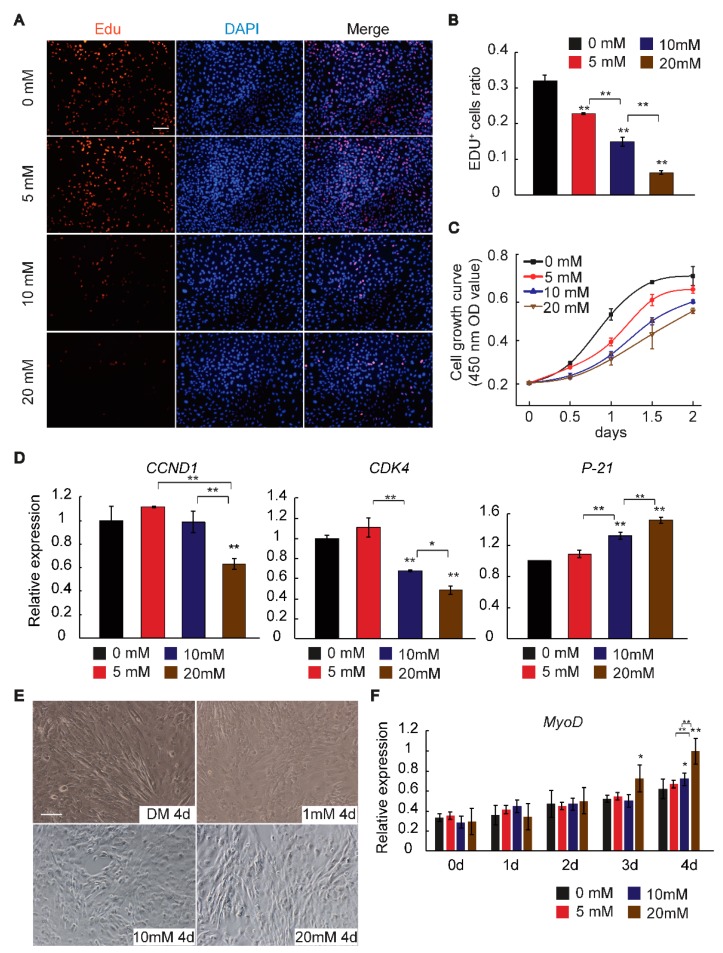
Effect of Guanidinoacetic Acid (GAA) on proliferating myoblasts. Myoblasts were cultivated in growth medium (GM) or differentiation medium (DM) in the presence of 0, 5, 10, or 20 mM GAA. (**A**,**B**) EdU analysis showed that GAA significantly reduced the cell proliferation ratio; (**C**) CCK-8 tests indicated that cell growth was suppressed by GAA in a dose-dependent manner; (**D**) relative expression of marker genes of proliferation, including Cyclin D1 (*CCND1*), Cyclin Dependent Kinase 4 (*CDK4*) and Cyclin Dependent Kinase Inhibitor 1A (*P21*) after treatment with the concentration gradient of GAA; (**E**) images were obtained by brightfield microscopy on the fourth day of myoblast differentiation after stimulation with the concentration gradient of GAA; (**F**) the relative expression of myogenic differentiation 1 (*MyoD*). The results are expressed as mean ± S.D. of three independent experiments. * *p* < 0.05; ** *p* < 0.01 compared with the negative control (on the bars) or between the indicated groups (Tukey’s post-hoc test).

**Figure 2:**
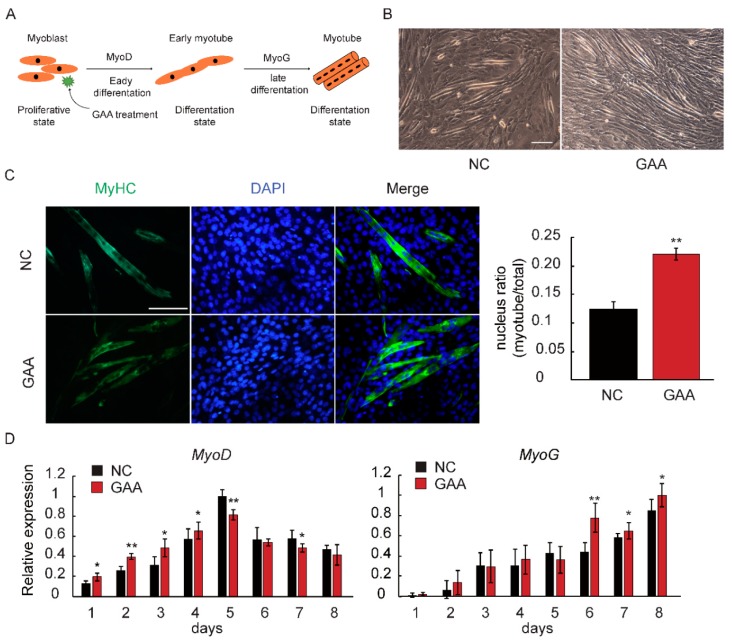
Effect of GAA on myoblasts during differentiation. (**A**) An overview of the experimental procedures; (**B**,**C**) myoblasts were induced to differentiate in the presence or absence of 20 mM GAA for 6 days. Images were obtained by brightfield microscopy on the 6th day of myoblast differentiation after 20 mM GAA treatment. Meanwhile, cells were stained with anti-MyHC antibody and the fusion index was calculated (Student’s *t*-test); negative control (NC) means a cell undergoes normal differentiation process; (**D**) the relative expression of marker genes of skeletal muscle differentiation (early phase: *MyoD*, later phase: *MyoG*) was examined by quantitative real-time PCR (Student’s *t*-test). The results are expressed as the mean ± S.D. of three independent experiments. * *p* < 0.05; ** *p* < 0.01 compared with the negative control on the bars).

**Figure 3:**
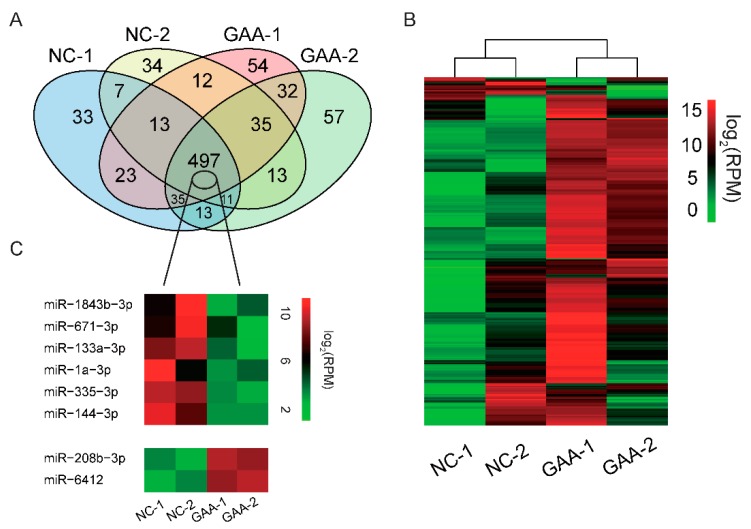

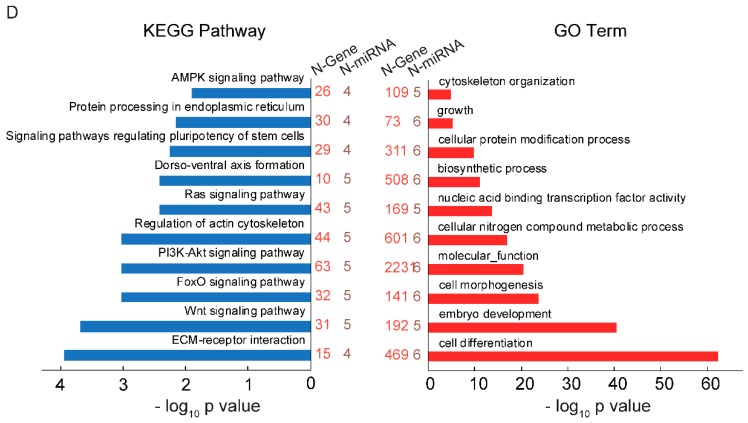
GAA modulates miRNA expression profile. Myoblasts were placed in DM with or without 20 mM GAA; 6 days later, total RNA was collected and small RNA-seq was carried out. (**A**) Venn diagram showing the numbers of overlapping and unique miRNAs detected in negative control and GAA-stimulated groups; (**B**) hierarchical clustering analysis for myotubes treated with GAA; NC-1 and NC-2 are two duplicates of the negative control; GAA-1 and GAA-2 are two duplicates of the GAA control; (**C**) the DE miRNAs that overlap between the negative control and GAA control; (**D**) GO (Gene Ontology) categories and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways enriched for target genes of DE miRNAs in myotubes (N-Gene: the number of genes enriched into indicated item, N-miRNA: the number of miRNA enriched into indicated item).

**Figure 4:**
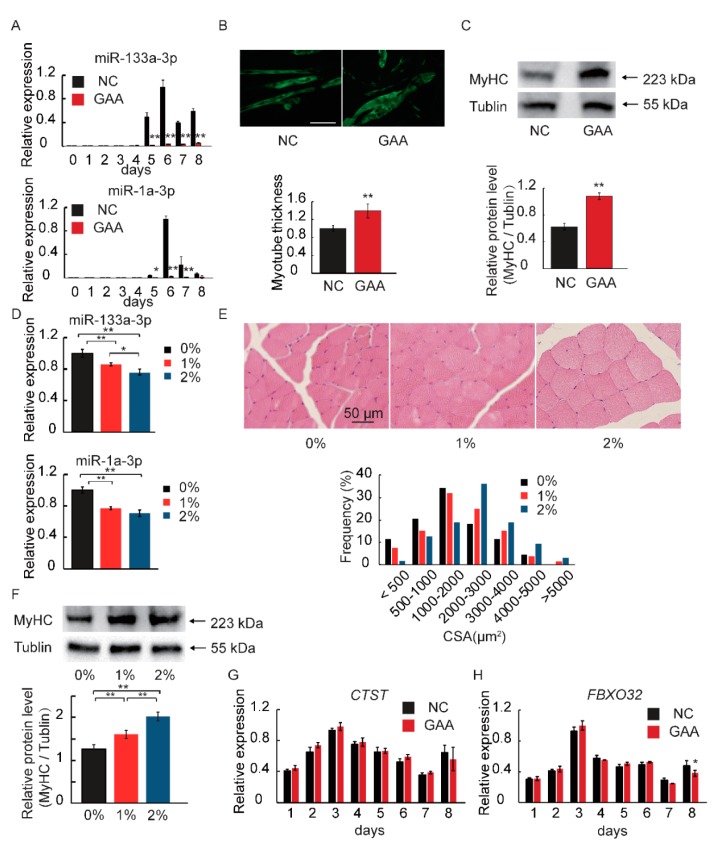
Effect of GAA on myoblasts during muscle growth. (**A**) The expression of miR-133a-3p and miR-1a-3p during myoblast differentiation after GAA treatment (Student’s *t*-test); (**B**) myotubes were stained with anti-MyHC antibody and the myotube thickness was determined (Student’s *t*-test); (**C**) MyHC protein levels were calculated by western blotting (Student’s *t*-test); (**D**) the expression of miR-133a-3p and miR-1a-3p after GAA supplement in mouse gastrocnemius tissue (Tukey’s post-hoc test); (**E**) hematoxylin-eosin staining of gastrocnemius muscle and the quantification of muscle fiber size(CSA: cross-sectional area); (**F**) MyHC protein levels were calculated by western blotting in mouse gastrocnemius tissue (Tukey’s post-hoc test); (**G**,**H**) the protein degradation marker genes (*CTSL* and *FBXO32*) were quantified by real-time PCR (Student’s *t*-test). Results are expressed as mean ± S.D. of three independent experiments. * *p* < 0.05; ** *p* < 0.01 compared with the negative control (on the bars) or between the indicated groups.

**Figure 5:**
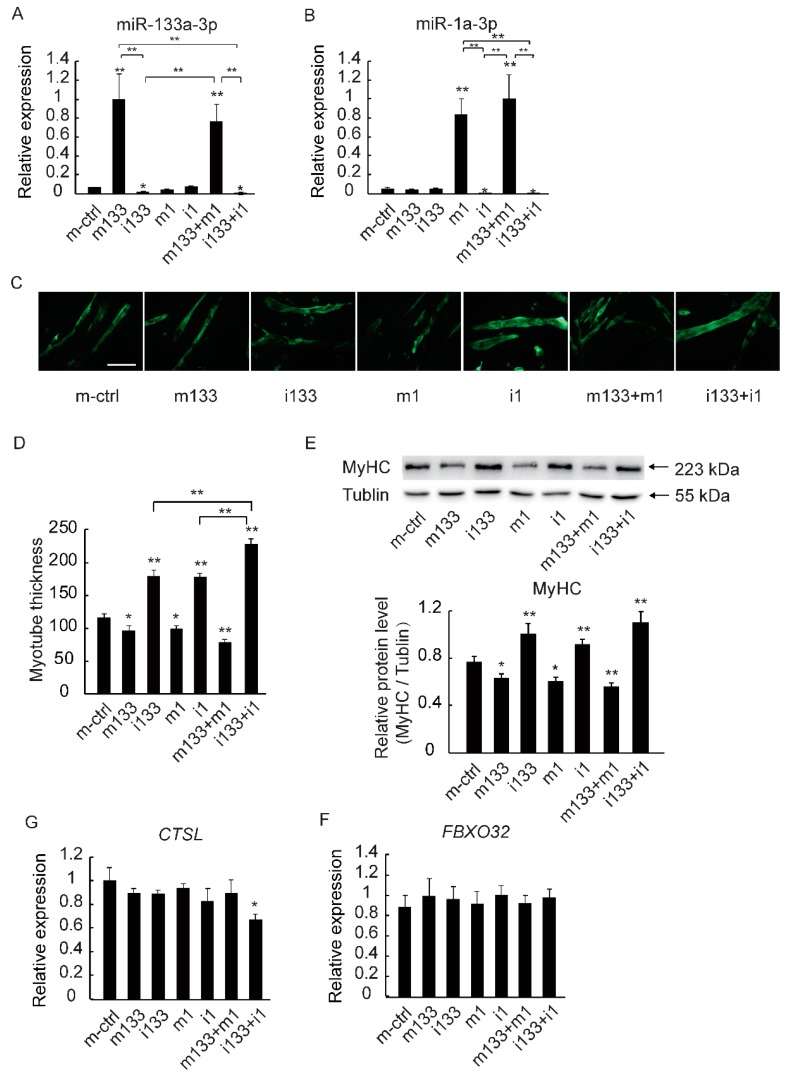
The downregulation of miR-133a-3p and miR-1a-3p promotes muscle growth. (**A**,**B**) The relative expression of miR-133a-3p and miR-1a-3p after overexpression of miRNA; (**C**,**D**) myotubes were placed in DM with and without GAA for differentiation for 6 days and then stained with anti-MyHC antibody. Myotube thickness was calculated (m-ctrl: mimic control; m133: miR-133a-3p mimic; i133: miR-133a-3p inhibitor; m1: miR-1a-3p mimic; i1: miR-1a-3p inhibitor); (**E**) the protein levels of total MyHC were calculated by western blotting after the overexpression of miRNA mimic; (**F**,**G**) the expression of marker genes of protein degradation (*CTSL* and *FBXO32*) was quantified by real-time PCR. The results are expressed as mean ± S.D. of three independent experiments. * *p* < 0.05; ** *p* < 0.01 compared with the negative control (on the bars) or between the indicated groups (Tukey’s post-hoc test).

**Figure 6:**
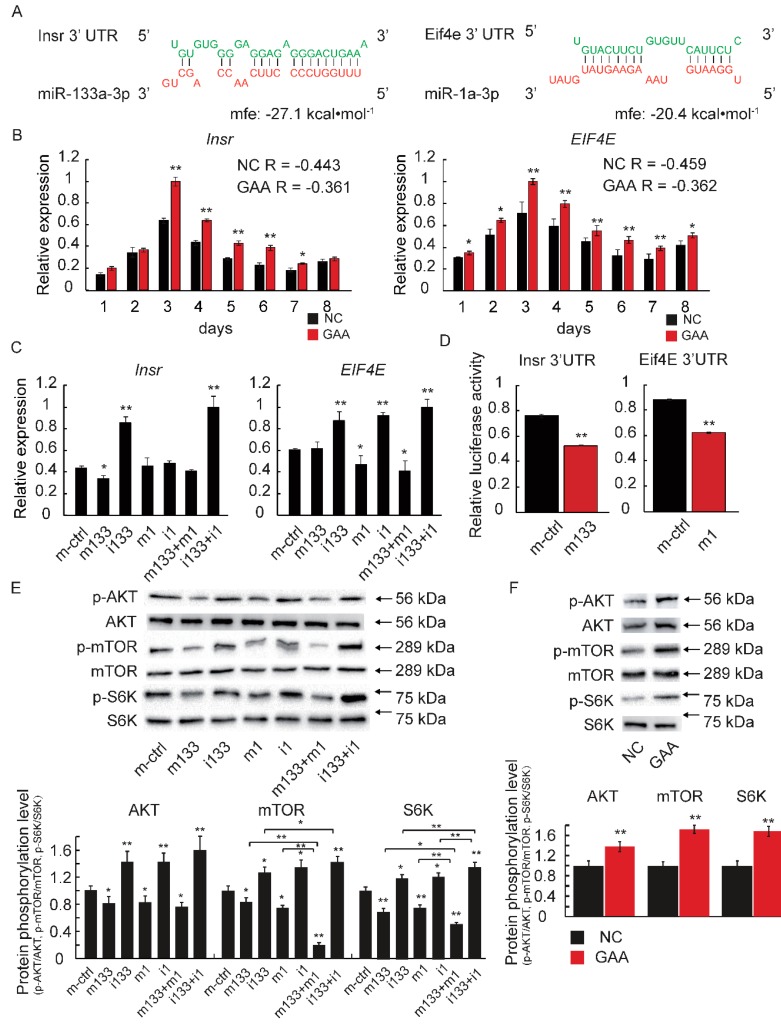
The downregulation of miR-133a-3p and miR-1a-3p promotes skeletal muscle growth by activating Akt/mTOR signaling. (**A**) Potential binding sites for miR-133a-3p and miR-1a-3p in the 3′UTR of *Insr* and *EIF4E* mRNA, respectively, predicted by RNAhybrid (MFE: minimal free energy); (**B**) the relative expression of the miRNA target gene after GAA treatment or miRNA mimic overexpression (Student’s *t*-test) (R: Pearson correlation coefficient); (**C**) the relative expression of the miRNA target gene after miRNA mimic overexpression (Tukey’s post-hoc test); (**D**) luciferase reporter assay indicated that transfection with miRNA mimic significantly suppressed the relative activity of luciferase (Student’s *t*-test); (**E**,**F**) the Akt, mTOR and S6K phosphorylation levels detected by western blotting after the overexpression of miRNA mimic or GAA treatment (Tukey’s post-hoc test). The results are expressed as mean ± S.D. of three independent experiments. * *p* < 0.05; ** *p* < 0.01 compared with negative control (on the bars) or mimic control (on the bars) or between the indicated groups.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/9/2837/s1.

How the deposited data were processed for this re-analysis (not part of the article)

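Small RNA was sequenced from C2C12 myotubes on day 6 of differentiation, in 2 samples without GAA (NC) and 2 samples with 20 mM GAA (GAA). Groups and replicate numbers were taken from the sample labels and the paper. No sequencing batch or date is given in the labels or the paper, so no comparison within batches could be made.

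The authors filtered the reads, mapped the clean reads to GRCm38, counted known miRNAs with miRDeep2 and divided each count by the total of mappable reads to obtain RPM. The deposited values are log2 values, log2(RPM + 1), with no row for a miRNA without reads. The base of the logarithm and the added 1 were read from the values, since 2 to the power of a value, minus 1, fell on multiples of a constant step in each sample. Table S4, which the paper labels as RPM, holds the same log2 values to within 4.95e-07. The step gave the reads behind each value, with 1653803 and 2065460 miRNA reads in the NC samples and 3134241 and 2850828 in the GAA samples. The smallest share of miRNA reads that 3 reads can show was 0.000181% and 0.000145% in the NC samples and 0.0000957% and 0.000105% in the GAA samples. Intervals on shares of a single sample are 95% Wilson intervals.

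NC and GAA were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(RPM + 1) of all detected miRNAs, with condition as the only term. P-values were adjusted by the Benjamini-Hochberg method. A miRNA was called at an FDR under 0.01 and an absolute log2 fold change above 1, the thresholds of the paper. A count model had been set as the first choice before the files arrived, with limma on log2(RPM + 1) as the design for normalized values. Because the files hold log2 values and not counts, the second was used, although the recovered reads could have been given to a count model. The edgeR exact test, the DESeq2 Wald test and the edgeR expression filter were therefore not run, and the other alternatives written for the count model (the replicate block, the median-of-ratios factors and the other divisors) were applied before or within limma. Recovered reads were used only for depth, for detection, for filters and for dividing by another total before the log2 transformation.

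The miRNAs named in the text were set before the files arrived. They are the 8 miRNAs of Table S5, the 10 largest changes among called miRNAs (of which the main fit gave 0), the 5 most abundant miRNAs, other miRNAs the paper names, and a set of muscle miRNAs with some of their opposite arms. The opposite arms miR-133b-5p and miR-486a-3p were not in that set and are named only for this reason. Alternatives tried were division by miRNA reads, by the paper's clean reads, by miRNA reads without the 5 most abundant miRNAs and by median-of-ratios factors, the replicate number as a block, a pseudocount of 0.1, filters of at least 10 reads or at least 1 RPM in every sample, other thresholds, and each sample left out in turn. With 1 sample left out, 1 group has no replicate and the spread comes from the other group alone. Scaling by the trimmed mean of M-values, 2 combinations of settings, and the clustering with samples left out or by miRNA reads were added after seeing the data. Clustering used Euclidean distance and complete linkage on log2(RPM + 1).

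The fit was tested on simulated data, in which 200 miRNAs were changed by 3 on the log2 scale with a noise SD of 0.1 between samples. It called 94.5% of the changed miRNAs and 0 unchanged miRNAs, and the recovery of reads returned 100% of the simulated read numbers. This noise is an assumed value, so the share called does not describe the power in the real samples. Positions and precursor sequences came from the GENCODE M21 annotation of GRCm38, the build the paper names, and are counted from 1. Figures were drawn with matplotlib 3.10.9. The qRT-PCR, mouse, transfection, luciferase and protein experiments are not in the files analysed here.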

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

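The paper does not report how much of each library consisted of miRNA. The miRNA share of mappable reads was 14.7 percentage points higher in GAA than in NC (53.3% against 38.6%), and was flagged because it is a signal in data the paper did not analyse that lay above both control samples. All predictions for this pattern were written after it had been seen. Against the paper's clean reads the difference was 15.4 percentage points (31.8% and 39.1% in GAA, 18.8% and 21.3% in NC). This says nothing on whether the share of clean reads that could be mapped plays a part, because that share was itself higher in both GAA samples (56.4% and 77.7%) than in both NC samples (56.0% and 48.9%), so the groups were bound to remain apart. That explanation was thus not excluded. If a few abundant miRNAs were the cause, the groups should no longer separate without the 5 most abundant. They still separated, with a difference of 10.5 percentage points. Variation between samples could not be excluded, since 2 samples against 2 allow no exact permutation p below 0.333. The files hold no reads of other RNA classes and no batch information, so size selection, adaptor ligation, RNA degradation and library batch were not tested. An effect of GAA on the amount of miRNA relative to other small RNA is therefore only one candidate explanation and cannot be told apart from these.

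Outside Table S5 and the muscle set, and among miRNAs with at least 1 RPM in every sample, 2 miRNAs were flagged because they changed by more than 1 on the log2 scale both in RPM and after division by miRNA reads, with both GAA samples above both NC samples each time. This rule was written after the fits had been explored. Without its limit of 1 RPM, 9 miRNAs met it, all 9 higher in GAA, of which 7 were under 1 RPM in at least 1 sample. Their log2 fold changes were 1.36 and 1.42 in RPM and 1.05 and 1.14 by miRNA reads, from as few as 9 reads in a sample. Their adjusted p with limma was 0.205 and 0.219. Among miRNAs with at least 1 RPM in every sample, the real grouping gave 29 with a change above 1 and both GAA samples outside the NC range. The other splits of the 4 samples gave 0 and 4. With division by miRNA reads the counts were 10 for the real grouping and 1 and 3 for the others. Only 1 of the 3 splits thus gave as many, the real one included, which is as far as 3 splits can go, and the prediction was written after the counts had been seen. No biological explanation was tested for these 2 miRNAs, which are left unnamed because the rule for naming miRNAs does not cover them.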

How the results depend on the processing

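The alternatives were fixed before the processed files arrived, except those described as added. The main fit called 0 miRNAs. The count stayed at 0 with the replicate number as a block, a pseudocount of 0.1, both filters on low values, an FDR of 0.05 and no fold change threshold, and was 0 to 0 across the 4 fits that each left out 1 sample. It was 1 (1 lower, miR-208b-3p) with median-of-ratios factors, with division by miRNA reads and with division by miRNA reads without the 5 most abundant. It was 87 (2 lower, 85 higher) with division by the paper's clean reads. Among the added settings, scaling by the trimmed mean of M-values gave 1 (1 lower), division by miRNA reads with the replicate block gave 6 (5 lower, 1 higher), and division by miRNA reads with at least 10 reads in every sample gave 0. The added settings were chosen after exploratory fits had shown what division by miRNA reads and its block fit give. Under the block setting, miR-133a-3p had a log2 fold change of -1.02 (adjusted p = 0.0047) and miR-1a-3p one of -1.26 (adjusted p = 0.0023), both past the thresholds there and under no other setting. By the correlation of deviations (-0.15) the replicate numbers did not pair the samples. Across groups, the Spearman correlation was slightly higher for equal numbers (0.901 and 0.903) than for different numbers (0.895 and 0.897). The Euclidean distance and the Pearson correlation did not separate these pairs. The samples thus gave no clear reason to prefer this setting.

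These settings change both the fold changes and limma's estimate of how alike the spreads of the miRNAs are. The division by miRNA reads did not move every fold change alike. That of miR-1843b-3p moved little (2.00 to 1.84), and those of miR-144-3p (-1.57 to -2.38) and miR-6412 (-1.37 to -2.25) moved more. miR-133a-3p went from -0.55 in RPM to -1.02 by miRNA reads and -0.21 by clean reads, and remained between -0.70 and -0.39 with samples left out. miR-1a-3p went from -0.77 to -1.26 and -0.43, and remained between -1.01 and -0.54. The prior degrees of freedom of the spread were 2.04 in the main fit and 7.36 by miRNA reads, and had no upper bound by clean reads and by miRNA reads with the block. The spread may account for much of the rise to 87 calls, since with no bound every miRNA takes its spread from the trend alone. Another divisor also changes what the pseudocount of 1 amounts to in reads.

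The ratio of between-group to within-group distance (1.38) moved to 1.12 with log2 CPM scaled by the trimmed mean of M-values, to 1.17 with rows scaled, and to 1.12 by miRNA reads (added). It ranged from 1.26 to 1.56 with samples left out (added), and the top branch separated the groups throughout. The overlap (75.0%) moved to 78.5% at 2 reads, 85.1% at 5 reads and 78.9% when both samples of each group were required, and ranged from 69.5% to 75.7% with samples left out. The number of miRNAs detected in all 4 samples (497) was 429 at 2 reads, 372 at 5 reads and 462 after thinning.

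Some miRNAs with small changes reversed sign. miR-21a-5p fell to -0.108 (median of ratios), -0.0541 (miRNA reads, alone, with the block and with the 10-read filter), and -0.0347 (trimmed mean), and ranged from -0.0568 to 0.901 with samples left out. miR-143-3p fell to -0.134, -0.0800 and -0.0606 under the first 3 of these. miR-486a-5p fell to -0.413, -0.358 and -0.339 under the same 3, and to -0.272 without the 5 most abundant, and ranged from -0.106 to 0.342 with samples left out (-0.00615 without GAA replicate 1). miR-133b-3p rose to 0.0908 and miR-206-5p to 0.246 by clean reads, which ranged from -0.282 to 0.205 with samples left out. miR-1b-3p, with 1 read in all, ranged from -0.277 to 0. Of the other rows for miRNAs named among many, 14 came to pass the thresholds and 354 kept their sign without passing them. The values of these 354 could still move, as for miR-22-3p from 0.70 in the main fit to 0.17 with median-of-ratios factors.

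Some of the set alternatives were not computed as written. The edgeR exact test, the DESeq2 Wald test and the edgeR filter were not run because the values are not counts. Division by mappable reads is the main setting itself. The replicate block and the other divisors had been written for a count model and were run in limma.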

Differences from the paper's values

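Values were compared with the standard error of each fit. Against the paper's 8 miRNAs in Table S5, the main fit called 0. None of the alternatives set before the files arrived came within 1.5 times the paper's number, with counts of 0, 1 or 87. Division by miRNA reads with the replicate block, chosen after seeing the values, gave 6, all of them in Table S5. No count model such as the paper's edgeR test was among the settings. How much of the gap comes from the change of model was therefore not tested.

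For miR-133a-3p the log2 fold change was -0.547 against the paper's -1.01855, and for miR-1a-3p it was -0.772 against the paper's -1.26551. For miR-335-3p it was -0.898 against the paper's -1.50643, and for miR-671-3p 1.45 against the paper's 1.04406. For all 4, the values with median-of-ratios factors, with division by miRNA reads and with division by miRNA reads without the 5 most abundant fell within the standard error of the paper's values (-1.08, -1.02 and -0.94 for miR-133a-3p). So did scaling by the trimmed mean of M-values and both combinations with miRNA reads, which were chosen after seeing the values. For miR-1a-3p, leaving out NC replicate 1 (-0.98) or GAA replicate 1 (-1.01) also came within the error. Division by clean reads, the block, the pseudocount of 0.1, the filters and the other fits with a sample left out did not close these gaps.

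For miR-208b-3p the log2 fold change was -2.62 against the paper's -3.54857. Division by miRNA reads (-3.30) and by miRNA reads without the 5 most abundant (-3.38) came within the error, as did the trimmed mean of M-values (-3.28) and miRNA reads with the block, both chosen after seeing the values. The remaining alternatives did not. For miR-144-3p it was -1.57 against the paper's -3.50151, and only the pseudocount of 0.1 (-2.76) came within the error. For miR-6412 it was -1.37 against the paper's -4.05415, and no alternative closed the gap, the nearest being the pseudocount of 0.1 (-2.94). No alternative joined division by miRNA reads to a smaller pseudocount, so these fits do not show that the reads conflict with the paper's value. Without a pseudocount, the mean share of miR-6412 in the miRNA reads was 0.000556% in NC and 3.35e-05% in GAA. That fall is close to the paper's. These last 2 miRNAs had 1 to 4 reads in the GAA samples.

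Figure 3C draws miR-1843b-3p and miR-671-3p as lower in GAA and miR-208b-3p and miR-6412 as higher. In the files, as in Table S5, the directions are the opposite, with log2 fold changes of 2.00, 1.45, -2.62 and -1.37. Table S4 names its values RPM, whereas they equal log2(RPM + 1) in the files. Table S5 lists miR-671-3p although the FDR it gives there, the paper's 0.0207, is above the threshold of the paper's methods.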

Other observations

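On the RPM scale most miRNAs were higher in GAA, with a median log2 fold change of 0.49 over 371 miRNAs. If division by all mappable reads were the cause, the median should fall by more than 50% with division by miRNA reads, and it fell to 0.0418. The shift goes with the higher miRNA share of mappable reads in GAA. Division by miRNA reads removes that difference in share whatever its source, so a fall was largely bound to follow. The fall therefore cannot decide whether the divisor was the cause. Which divisor is nearer to the amounts in the cells cannot be read from these files, since they hold no spike-in or other reference. This prediction was written after the shift had been seen.

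More miRNAs were found only in GAA (143) than only in NC (74). With every sample thinned to the miRNA reads of NC-1, the means over 100 draws were 103.4 and 102.0. The excess fell by 97.9%, which is consistent with the larger number of miRNA reads in the GAA samples as its source. This prediction was written before the thinning was run.

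The muscle miRNAs of the naming rule were lower in GAA relative to other miRNAs. Of the 9 with at least 1 RPM in every sample (miR-1a-3p, miR-133a-3p, miR-133a-5p, miR-133b-3p, miR-206-3p, miR-206-5p, miR-208b-3p, miR-486a-5p and miR-499-5p), 8 had a lower mean in GAA in RPM, 9 by miRNA reads and 6 by the paper's clean reads. Their mean log2 fold change was -0.64 in RPM and the median of the other 362 miRNAs was 0.50, a difference of -1.14. The difference ranged from -1.06 to -1.23 among 6 normalizations. Dividing a sample by another number moves the set and the other miRNAs together, so a divisor can hardly create such a difference. The narrow range among the normalizations was thus bound to follow, and it is no separate evidence on the normalization as a source. The level of the set did depend on the divisor, since its mean went from -1.14 by miRNA reads to -0.29 by clean reads. The change of miR-208b-3p alone did not account for the difference, since -0.888 remained without it. Of 100000 random sets of 9 miRNAs, the share with as low a mean was 1e-05, the smallest that this number of sets can give. However, miRNAs from shared precursors are not independent, and the share says nothing on variation between cultures. The set also held miR-1a-3p, miR-133a-3p and miR-208b-3p, which Table S5 already lists as lower in these same samples. The share is therefore partly circular. The opposite arms miR-133b-5p and miR-486a-3p were left out of the set. miR-133b-5p was higher in both GAA samples in RPM, with a log2 fold change of 0.37, against -0.09 by miRNA reads. By clean reads, miR-486a-3p was higher in GAA, at 1.27. The counts, the difference and the share thus hold only for the set as listed. Reads shared between paralogs could not be excluded. The reads of miR-133a-3p, miR-133b-3p, miR-1a-3p and miR-206-3p were whole numbers (largest distance 0), which leaves open that a read was counted in full for both copies. All of these predictions were written after the values had been seen. With 2 samples per group and no batch information, a lower level of muscle miRNAs under GAA remains a hypothesis. The paper reports stronger differentiation under GAA, and the files cannot show whether the cultures differed in their stage.

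For 6 of the 8 miRNAs of Table S5 an opposite arm was detected (for miR-1a-3p, miR-1a-1-5p). All 6 opposite arms changed in the same direction relative to the median miRNA, 4 lower and 2 higher. miR-133a-5p had a log2 fold change of -0.68 and miR-1a-1-5p one of -0.82, against -0.55 and -0.77 for the other arms. The reads of miR-133a-5p were 51 and 50 in NC and 49 and 24 in GAA. Those of miR-1a-1-5p were 8 and 10 in NC and 3 and 4 in GAA. A change in the amount of the precursor may contribute, but the difference from the median was only 0.04 for miR-1843b-5p, miR-144-5p had a mean of 0.29 RPM, and the prediction was made after several of the values had been seen. The fall of miR-133a-5p came mostly from GAA-2, and without that sample its log2 fold change was -0.23. miR-144-5p had 2 and 1 reads in NC and again in GAA, so its direction relative to the median says little.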
